A study of Mus musculus with 6 samples. Its data were reported in "Effect of the cardiac long non-coding RNA Charme depletion on the maturation and paracrine signaling of resident cardiac fibroblasts" (2026).

How the data were processed

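RNA-seq had been performed by the study on cardiac fibroblasts (CFs) cultured from the hearts of 5-week-old mice, in 2 groups of 3 libraries each: wild type (WT) and CharmeKO, a knockout of the long non-coding RNA (lncRNA) *Charme*. According to the paper, the knockout was made by inserting a polyA signal into the *Charme* locus. Groups, age and replicate numbers were taken from the sample titles. The explant protocol of the paper starts from atrial tissue of several littermates. Native (freshly isolated) CFs, which the study also sequenced, were not analysed here.

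The authors aligned the reads with STAR, counted reads per gene on the reverse strand with STAR's own gene counting on an Ensembl annotation to which they had added *Charme*, removed genes with few reads, and normalised with DESeq2. The deposited values are a normalised read signal, that is, gene read counts divided by a size factor per library. STAR's gene counting keeps only reads that map to a single place and overlap a single gene, so reads shared by near-identical gene copies, such as a gene and its pseudogene, or by genes overlapping on the same strand are lost or split in a way that cannot be undone from the table. The table held 19446 genes, of which 322 had no symbol, and its gene with the fewest reads had 10 reads in total.

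Each library's values were whole multiples of its smallest positive value, so the reads behind them were recovered by division. Of 116676 values, 100% came out whole, and the largest deviation from a whole number was 6.3e-09. DESeq2 size factors recomputed from these reads differed from those of the table by at most 0.028% after scaling to a common mean. The recovered totals were 43168672, 38330019 and 38498183 reads in WT libraries 1 to 3 and 44709206, 39823822 and 46797446 reads in CharmeKO libraries 1 to 3. A gene with 0 reads could therefore lie at up to 3 reads, which is 0.0641 to 0.0783 CPM (reads relative to the library total) depending on the library. Such limits cover counting error only, since reads amplified without molecular identifiers are not independent molecules.

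The design fixed before the data were examined had assumed raw counts and edgeR's quasi-likelihood test as the main test. As the values turned out to be normalised, the main test was limma with a mean-variance trend on log2(value + 1), with genotype as the only term, over the 15948 genes with at least 10 reads in at least 2 libraries. P-values were adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Fold changes are therefore on the log2(value + 1) scale, which understates the change of genes with few reads. edgeR's quasi-likelihood test (trimmed mean of M-values normalisation, TMM) on the recovered reads was added as an alternative and called 0 genes. All tests were two-sided. Single comparisons used an exact permutation test over all splits of the 6 libraries, whose smallest possible p-value with 3 against 3 libraries is 0.1, so that p < 0.05 is out of reach. Analyses were run in R 4.3.3 with limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

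Gene lists were written by hand before the data were examined. There were 12 lists, of which 11 were tested with camera (limma, preset correlation between genes of 0.01): extracellular matrix (ECM) organization, TGF-beta signalling, myofibroblast activation, quiescent fibroblast, smooth muscle and pericyte, cardiomyocyte, endothelial, haematopoietic, mesothelial and epicardial, cell cycle, and secreted growth factors and cytokines. The remaining list, of sex chromosome genes, was used only to describe the libraries. The genes named in the text follow a rule that was also fixed then: *Charme*, 14 genes that the study's text follows, up to 5 genes in each direction past the adjusted threshold, and up to 3 genes with the lowest p-value of each list past the threshold. Other genes are named as chosen after their values had been seen.

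Whether equal replicate numbers pair the libraries was checked across genes, which are not independent replicates. The deviations of same-numbered WT and CharmeKO libraries from their group means were correlated with r = 0.762, 0.514 and 0.217 for numbers 1, 2 and 3, all above the minimum of 0.1 set for pairing. Differently numbered libraries gave r = -0.643 to 0.222, the highest for WT 2 and CharmeKO 3, so the pairing is weakest for number 3. Same-numbered libraries also follow each other in the library numbering of the labels, which do not say what they share. The numbers were therefore taken to pair the libraries, and a fit with the replicate number as a block is given where it changed a call.

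Each script was tested on simulated reads for the same 15948 genes, drawn from the means and totals of these libraries with 200 genes changed by 1 or 2 log2 units. With a dispersion of 0.05, limma recovered 156 of the 200 with 7 false calls, and with the dispersions of these libraries 26 with 3 false calls. With an added effect of the replicate number (SD of 0.8 log2 units, dispersion of 0.05) limma recovered 0 without the block and 165 with it, with 15 false calls. DESeq2 with the block recovered 156 with 12 false calls at a dispersion of 0.05, and 169 with 20 false calls with the added effect. Under the dispersions of these libraries without an added effect, limma with the block recovered 0 with 0 false calls and DESeq2 with the block 102 with 120 false calls. A simulation added after the results had been seen used the dispersions left by the blocked edgeR fit and the same effect of the replicate number. In it, limma with the block recovered 120 with 16 false calls and DESeq2 with the block 149 with 75 false calls. camera called the planted list in all 4 simulations and 0 of the 10 unchanged lists. The list test fry also called the planted list in all 4 (fry adjusted p from 1.4e-05 to 0.00359) and 0 unchanged lists. Genes were simulated independently of each other. In the real libraries, the correlation estimated between genes was 0.173 for the smooth muscle, 0.217 for the myofibroblast and 0.0223 for the TGF-beta list. The simulations therefore cannot show how either list test behaves with correlated genes.

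Alternatives fixed before the data were examined were DESeq2's size factors in edgeR, the DESeq2 Wald test, no filter, at least 10 reads in at least 5 libraries, edgeR's own filter, the replicate block, removal of the 10 genes with the highest mean CPM before scaling, a robust edgeR fit, an adjusted p of 0.1, a log2 fold change of at least 1, camera with estimated correlation, fry, and leaving out each library in turn. Chosen after seeing the data were edgeR on the recovered reads, edgeR, DESeq2 and fry with the block, pseudocounts of 0.5 and 5, TMM or plain library sizes (plain sizes had been fixed before for *Charme* only), and leaving out each pair or the filter in the blocked DESeq2 fit. The removal of the 10 genes was run with limma on the remaining reads scaled by their library totals.

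Coordinates and gene types are those of GENCODE M21 on the mouse assembly GRCm38, matched by Ensembl gene ID, which worked for 99.66% of the genes. The assembly name in the study's methods reads as a later build, while the Ensembl release they name belongs to GRCm38, and the table itself carries no coordinates. Positions are therefore those of the matched annotation and not necessarily those used for the alignment.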

Results

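The transcriptomes of cultured CFs were compared between WT and CharmeKO mice to ask how gene expression changes in these cells when the lncRNA *Charme* is lost. CFs are the cells that produce most of the ECM of the heart. There were 3 libraries per group, each with 38330019 to 46797446 recovered reads assigned to genes. The 10 genes with the most reads took 7.25% of the reads in WT 1, 13.5% in WT 2 and 9.74% in WT 3, against 7.85%, 9.18% and 9.79% in CharmeKO 1, 2 and 3. The gene with the most reads was *Fn1* in WT 1 (1.03% of reads), *Thbs1* in WT 3 (2.35%) and *Col1a1* in CharmeKO 1, 2 and 3 (1.33%, 1.97% and 1.51%). In WT 2 it was ENSMUSG00000098178, with 2.67% of reads, which has no symbol and is annotated as a long intergenic non-coding RNA.

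The locus into which a polyA signal is inserted in CharmeKO was examined first. The only feature of the table without an Ensembl ID, CUFF405, was taken as the *Charme* entry that the authors had added, which is an inference, and no coordinates are given for it. It had 5, 15 and 11 reads in WT 1, 2 and 3 and 0, 6 and 3 reads in CharmeKO 1, 2 and 3. This corresponds to 0.264 ± 0.139 CPM in WT and 0.0716 ± 0.0756 CPM in CharmeKO (mean ± SD, n = 3 each, exact permutation p = 0.2). The 0 reads of CharmeKO 1 allow up to 0.0671 CPM. The log2 fold change of CUFF405 was -1.91 (SE 0.911, limma adjusted p = 0.9999). The library that moved it most was CharmeKO 1, without which it was -1.14, and without CharmeKO 2 it was -2.53. The feature was lower in CharmeKO than in WT in all 3 same-numbered pairs (log2 differences of -2.57, -1.30 and -1.86). With the replicate block in limma its SE was 0.540 and its unadjusted p fell under 0.05, which it did not without the block, while its adjusted p was 0.7997. The exact test of the 3 pairs gave p = 0.25, the smallest it can give.

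The libraries were then compared as a whole. Principal component (PC) 1 held 49.0% and PC2 23.2% of the variance of the log2 values, and neither separated WT from CharmeKO. Genotype accounted for 10.6% of the variance over all tested genes, the replicate number for 67.7%, and 21.7% was left over. These shares rest on 1, 2 and 2 degrees of freedom. Each term takes up some variance even without an effect, so the 10.6% is not the size of a genotype effect. The closest libraries were WT 1 and CharmeKO 1, with a correlation across genes of 0.988. The correlation was 0.967 for the libraries numbered 2 and 0.951 for those numbered 3, while libraries of the same genotype correlated with 0.919 to 0.951. WT 2 and CharmeKO 3, which differ in number, correlated with 0.953, so the libraries numbered 3 were no closer to each other than these.

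**Figure D1:**
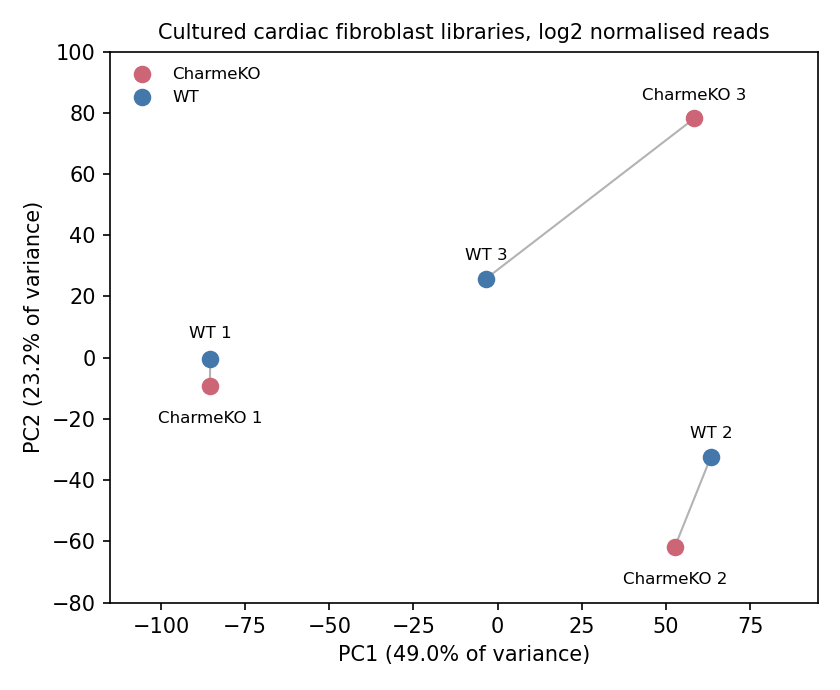
Each point is 1 library, placed by the scores of PC1 (49.0% of variance, x axis) and PC2 (23.2%, y axis) of log2 normalised reads, with grey lines joining libraries of the same replicate number. WT 1 and CharmeKO 1 lie next to each other, and the WT and CharmeKO libraries do not form separate groups.

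The comparison of CharmeKO with WT asked which genes differ between the genotypes. With limma, 0 of 15948 genes had an adjusted p under 0.05, and the lowest adjusted p was 0.9999. At an unadjusted p under 0.05 there were 143 genes, against 797 that chance alone would give. This number was 240 without WT 1, 65 without WT 3 and 458 without CharmeKO 1, while the number past the adjusted threshold was 0 in each of the 6 fits that left out a library. A log2 fold change of at least 1 in either direction was seen for 804 genes (5.04%). The WT and CharmeKO values did not overlap for 656 genes (4.11%), where chance gives 10%. The count moved most under DESeq2 with the replicate number as a block, an alternative chosen after seeing the data, with 64 genes (26 higher and 38 lower in CharmeKO). The DESeq2 Wald test without the block called 8 genes (2 higher, 6 lower), all of them among the 64. limma with the block called 0 genes, with 857 at an unadjusted p under 0.05. In simulations of 200 changed genes, limma with the block recovered 0 with the dispersions of these libraries and no replicate effect, and 120 with a replicate effect and the dispersions left by the block.

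Among the genes that the study followed in cultured cells, the 2 fibrillar collagens were considered first. *Col1a1* (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042, GRCm38) had 603870.3 ± 212023 normalised reads in WT and 651787 ± 105129 in CharmeKO (mean ± SD, n = 3), a log2 fold change of 0.16 (SE 0.655). *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706), which 1 other annotated gene overlaps on the same strand, had 292651 ± 195133 in WT and 285669 ± 87052 in CharmeKO, a log2 fold change of 0.12 (SE 0.627). Neither direction was stable. *Col1a1* was at -0.11 without WT 1. *Col3a1* was at -0.00064 without WT 1, -0.27 without WT 3 and -0.077 without CharmeKO 3, and at -0.038 with edgeR and -0.043 with DESeq2. The log2 ratio of *Col1a1* to *Col3a1* was 1.19 ± 0.724 in WT and 1.23 ± 0.683 in CharmeKO (mean ± SD, n = 3). The difference of 0.042 was smaller than the spread between libraries (two-sided exact permutation p = 0.8, where the smallest possible is 0.1). It was -0.11 without WT 1, -0.22 without WT 2 and -0.35 without CharmeKO 2.

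The 3 genes that the study had selected from its own analysis of these libraries, *Eln*, *Myh11* and *Adamts15*, moved the same way in all 3 pairs. *Eln* (chromosome 5, 134702593 to 134747323) had 1299.6 ± 1393 normalised reads in WT and 585 ± 847 in CharmeKO, and its log2 fold change was -1.80 (SE 1.37). *Myh11* (chromosome 16, 14194535 to 14291372) had 659 ± 777 in WT and 144 ± 119 in CharmeKO, with a log2 fold change of -1.90 (SE 1.03). *Adamts15* (chromosome 9, 30899155 to 30922452) had 1344 ± 1979.6 in WT and 3738 ± 5308 in CharmeKO, with a log2 fold change of 1.42 (SE 2.04). Its values spanned 51.2 to 3623 normalised reads within WT, and its change was -0.062 without WT 1 and -0.17 without CharmeKO 2. Both of these fits break a pair. Within pairs 1, 2 and 3 its log2 differences were 0.979, 1.44 and 1.842. With the replicate block in limma, the SE was 0.353 for *Eln*, 0.3498 for *Myh11* and 0.199 for *Adamts15*. The limma adjusted p of each gene was 0.9999 without the block and 0.7997 with it. In the DESeq2 fit with the block, their adjusted p-values were 0.00103 for *Eln*, 0.000603 for *Myh11* and 8.5e-07 for *Adamts15*.

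Of the markers of activation, *Thy1*, which encodes CD90 (chromosome 9, 44043384 to 44048579), had 16259 ± 12506 normalised reads in WT and 5847 ± 4046 in CharmeKO, a log2 fold change of -1.34 (SE 0.769). The alpha-smooth muscle actin gene *Acta2* (chromosome 19, 34241090 to 34255590.0) had 90319 ± 69071 in WT and 38782 ± 45583 in CharmeKO, a log2 fold change of -1.60 (SE 1.19). Both were lower in all 3 pairs, by 3.47 for *Thy1* and 2.95 for *Acta2* in pair 3 on the log2 scale, but only by 0.037 and 0.095 in pair 1. *Fn1* was also lower in all 3 pairs, with a log2 fold change of -0.64 (SE 0.586). *Vegfa* changed by 0.14 (SE 0.159).

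The genes of the TGF-beta pathway that the study measured differed little between the groups. The log2 fold change was -0.16 (SE 0.180) for *Smad2*, -0.15 (SE 0.171) for *Smad4* and -0.25 (SE 0.179) for *Tgfbr1*, of which *Smad2* and *Tgfbr1* were lower in all 3 pairs and *Smad4* in 2. It was 0.036 (SE 0.201) for *Smad3* and -0.010 (SE 0.221) for *Tgfbr2*. *Smad3* changed direction without WT 2 (-0.083) and without CharmeKO 3 (-0.081), and *Tgfbr2* without WT 2 (0.19), CharmeKO 1 (0.012) or CharmeKO 3 (0.016).

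Of the 14 genes, 9 were lower and 5 higher in CharmeKO. None passed the threshold over all genes tested (0 genes), 0 passed when adjusted over the list alone, and 0 had an unadjusted p under 0.05. The unadjusted limma p fell under 0.05 with the replicate block for *Adamts15* (0.00135), *Myh11* (0.00405), *Eln* (0.0052) and *Acta2* (0.0426). With the replicate block, limma called 0 of them over all genes and 3 adjusted over the list alone: *Adamts15* (adjusted p = 0.0189), *Eln* (0.0243) and *Myh11* (0.0243). As the study had chosen these 3 on the same libraries, this is not independent evidence.

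**Figure D2:**
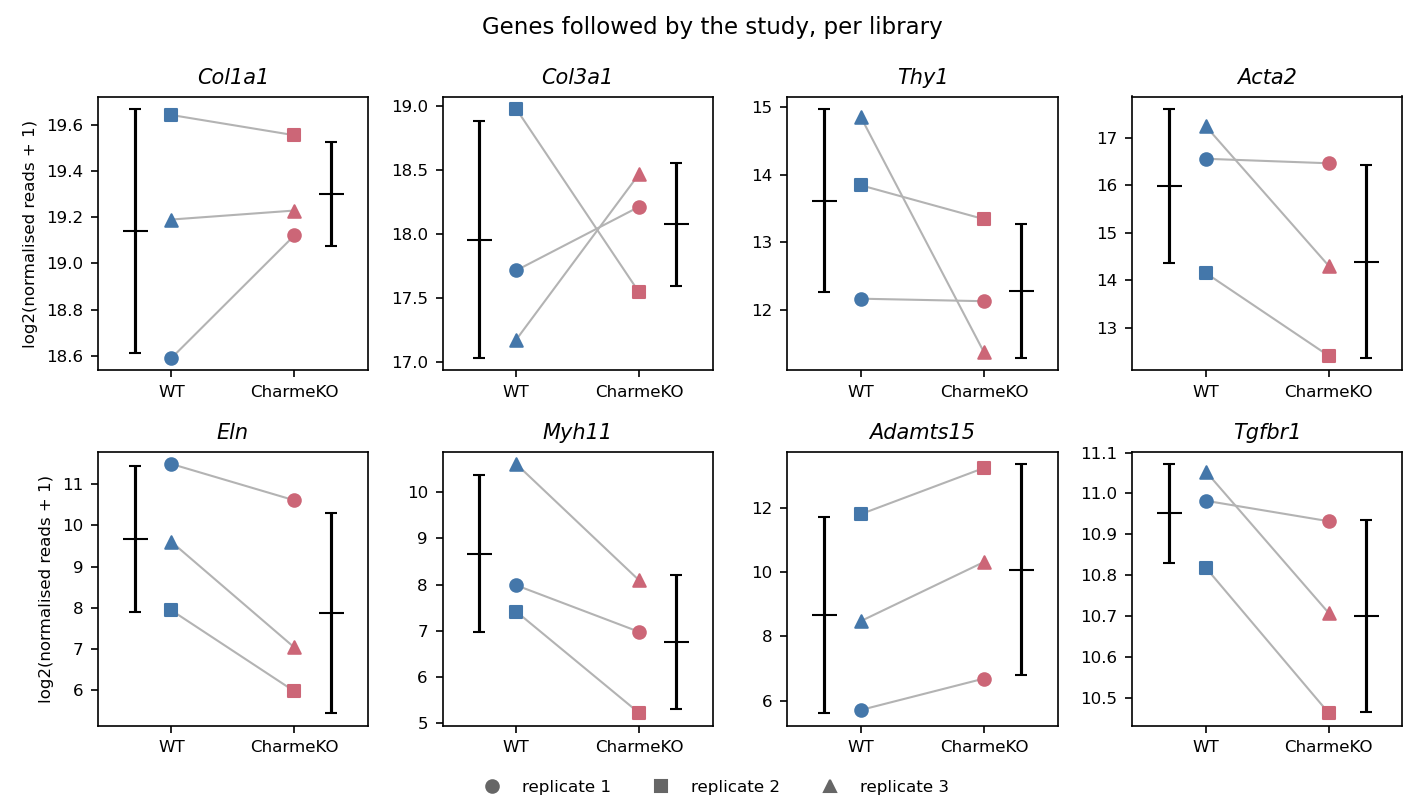
Log2(normalised reads + 1) on the y axis for 8 of the genes followed by the study, with 1 point per library, lines joining libraries of the same replicate number, and black bars for the mean ± SD of each group (n = 3). *Eln* and *Myh11* fell and *Adamts15* rose in all 3 pairs, while the bars of WT and CharmeKO overlap for each gene.

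Gene lists were tested to ask whether ECM, TGF-beta, activation, proliferation and secretome genes shift together, and whether markers of other cell types do. With camera and its preset correlation, 3 of the 11 lists had an adjusted p under 0.05, all lower in CharmeKO. The smooth muscle and pericyte list (19 genes tested) had a median log2 fold change of -1.33 and an adjusted p of 5.71e-10. Of its genes, 10 were lower in all 3 pairs, 5 are also in another list, and 1 had been picked by the study from these libraries. Its median was -0.175 in pair 1, -1.49 in pair 2 and -2.51 in pair 3, and over all libraries it was -0.817 without WT 3. The myofibroblast activation list (34 genes) had a median of -0.58 and an adjusted p of 2.08e-07, with 15 genes lower in all 3 pairs and 14 also in another list. Its median was -0.0154 in pair 1, -0.497 in pair 2 and -1.21 in pair 3, so pair 1 hardly shifted. Over all libraries it was -0.229 without WT 3 and -0.371 without CharmeKO 2. The TGF-beta signalling list (57 genes) had a median of -0.12 and an adjusted p of 0.0179, with 17 genes lower in all 3 pairs. It was no longer past the threshold without WT 1 (adjusted p = 0.203) or CharmeKO 2 (0.195), and its median was -0.0635 without CharmeKO 2 and -0.0783 without CharmeKO 3.

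None of the 3 calls held when the correlation between genes was estimated from the data (adjusted p = 0.27, 0.331 and 0.331 for the smooth muscle, myofibroblast and TGF-beta lists), nor with fry (0.671, 0.797 and 0.671), so 0 lists were called by either. With the replicate block, camera called the same 3 lists and fry 0.

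The genes with the lowest limma p-values in these lists were *Cspg4*, *Actg2* and *Lmod1* for smooth muscle, *Actg2*, *Lmod1* and *Csrp1* for myofibroblasts, and *Acvr2a*, *Bmp2* and *Skil* for TGF-beta. *Actg2* (chromosome 6, 83512905 to 83536265) had 735 ± 553 normalised reads in WT and 123 ± 65.0 in CharmeKO, a log2 fold change of -2.40 (SE 0.749). *Cspg4* changed by -3.57 (SE 1.05) and *Lmod1* by -1.80 (SE 0.828). *Acvr2a* had 938 ± 96.4 in WT and 686 ± 67.7 in CharmeKO, a log2 fold change of -0.45 (SE 0.182). *Bmp2* and *Skil* changed by -1.16 and -0.57, and *Csrp1* by -1.002. For all 7 genes the limma adjusted p was 0.9999. With the replicate block it was 0.7997, while DESeq2 with the block called *Actg2* over all genes (adjusted p = 8.5e-07) and not the other 6.

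The other 8 lists all had an adjusted p of 0.947. Their median log2 fold changes were -0.015 for ECM organization (93 genes), -0.051 for quiescent fibroblast (29), 0.051 for cardiomyocyte (9), -0.21 for endothelial (12), 0.096 for haematopoietic (19), -0.10 for mesothelial and epicardial (14), -0.077 for cell cycle (42), and 0.050 for secreted growth factors and cytokines (63). The median of ECM organization was 0.0193 with plain library sizes. For the cardiomyocyte and endothelial lists, camera's direction (lower and higher) was opposite to the sign of the median. The number of lists called was 5 without CharmeKO 1 and 6 without CharmeKO 3. The cell cycle list depended on single libraries, with a median of -0.536 without WT 2 and 0.417 without CharmeKO 2. It was -0.307 without CharmeKO 3, -0.294 without CharmeKO 1 and 0.211 without WT 3. Each of these fits breaks a pair. Within pairs 1, 2 and 3 the cell cycle medians were 0.00714, -0.11 and -0.173, with 14 genes lower and 4 higher in all 3 pairs. Its camera adjusted p with the block was 0.158. The haematopoietic list was at 1.43 without CharmeKO 3 and -1.07 without CharmeKO 1, and the secreted list at 0.293 without CharmeKO 3 and -0.199 without CharmeKO 2. The median of ECM organization was -0.143 without WT 1, that of quiescent fibroblast -0.304 without WT 1 and 0.216 without WT 2, and that of cardiomyocyte -0.43 without CharmeKO 1 and 0.215 without CharmeKO 2. The endothelial list was at 0.538 without CharmeKO 3, and the mesothelial and epicardial list at 0.573 without CharmeKO 3 and -0.752 without CharmeKO 1.

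**Figure D3:**
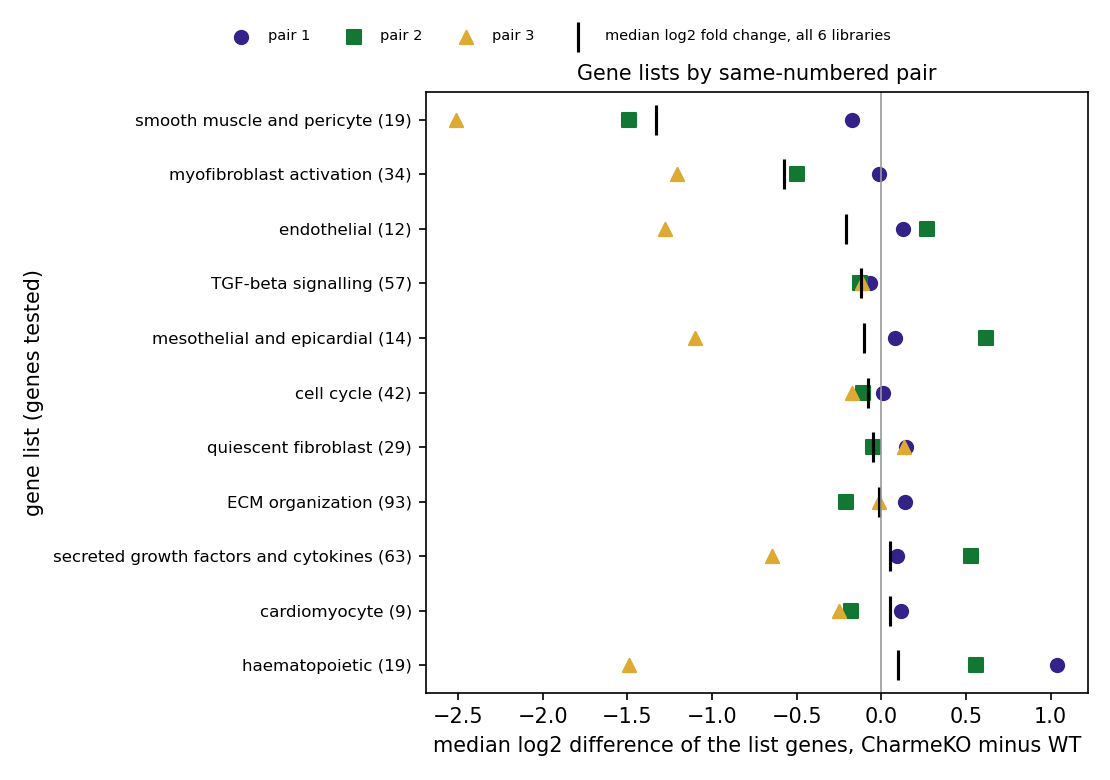
The x axis gives the median log2 difference, CharmeKO minus WT, of the genes of each list (y axis, number of genes tested in brackets) in pairs 1, 2 and 3, and black bars give the median log2 fold change over all 6 libraries. The smooth muscle and pericyte list lies below 0 in all 3 pairs, from -0.175 to -2.51, while the haematopoietic list lies at 1.04 in pair 1 and -1.49 in pair 3.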

Values the study reported

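For native CFs, the study reported 366 differentially expressed genes between CharmeKO and WT, 145 of them higher and 221 lower in CharmeKO. In conditioned media of cultured CFs, 111 cytokines were screened on an antibody array. The study could detect 78 of them, gave a change of 20% or more for 55, and shortlisted 13. By real-time qPCR in cultured CFs, the study reported lower *Col1a1*, *Thy1*, *Smad2*, *Smad4* and *Tgfbr1* in CharmeKO and unchanged *Col3a1*. It also used real-time qPCR in these cells to check *Eln*, *Myh11* and *Adamts15*.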

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

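The number of genes past the adjusted threshold was 0 in the limma fit and stayed at 0 under 21 alternatives, among them edgeR on the recovered reads, every filter, pseudocount and scaling tried, the replicate block in limma and edgeR, and leaving out each library. It was 8 with the DESeq2 Wald test and 64 with DESeq2 and the replicate block, the latter chosen after seeing the data. The blocked DESeq2 count was 66 without the filter (63 genes shared with the 64) and ranged from 12 to 145 across the 3 fits that each left out a pair: 145 without pair 1 (36 shared), 12 without pair 2 (9 shared) and 86 without pair 3 (31 shared). In all 4 simulations DESeq2 with the block made more false calls than limma with the block. Beyond that, the cause was not tested.

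With the replicate block, the number of study genes past the threshold adjusted over the list alone was 3 in limma, 3 in edgeR and 3 in DESeq2, against 0 without it, and DESeq2 with the block called 3 over all genes (*Adamts15*, *Eln* and *Myh11*, log2 fold changes of 1.46, -1.81 and -1.93). Among the study genes, the lists and the limma and edgeR gene counts, the block changed no other call at the adjusted threshold.

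For single genes, *Col3a1* was at -0.038 with edgeR (default and robust fits) and -0.043 with DESeq2 or its size factors in edgeR, and *Tgfbr2* at 0.0033 without the 10 genes with the highest mean CPM and 0.024 with plain library sizes. Leaving out a single library breaks a pair. Across the 6 fits that each left out a library, *Col1a1* ranged from -0.11 to 0.41, *Col3a1* from -0.27 to 0.63, *Adamts15* from -0.17 to 3.12, *Smad3* from -0.083 to 0.17, *Tgfbr2* from -0.17 to 0.19, and the difference in the log2 ratio of *Col1a1* to *Col3a1* from -0.35 to 0.46. The *Charme* feature was lower in all 8 alternatives, from -2.53 to -1.14 with single libraries left out. The other study genes kept their direction in every alternative tried, but not their size: with single libraries left out, *Eln* ranged from -3.17 to -0.85, *Myh11* from -2.57 to -0.94, *Thy1* from -2.06 to -0.72, *Acta2* from -2.64 to -0.60, *Fn1* from -0.84 to -0.40, *Smad2* from -0.26 to -0.045, *Smad4* from -0.27 to -0.044, *Tgfbr1* from -0.37 to -0.13 and *Vegfa* from 0.10 to 0.18.

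The number of lists called was 0 with estimated correlation, 0 with fry and 0 with fry and the block (chosen after seeing the data). The adjusted p-values were 0.27, 0.671 and 0.549 for smooth muscle and pericyte, 0.331, 0.797 and 0.998 for myofibroblast activation, and 0.331, 0.671 and 0.188 for TGF-beta signalling. These tests differ from camera with the preset correlation in how they allow for correlated genes. The other 10 settings kept the count of 3, and leaving out single libraries gave 2 to 6 lists. The adjusted p of TGF-beta signalling ranged from 0.00929 to 0.203 with single libraries left out, that of smooth muscle and pericyte from 1.01e-09 to 2.58e-05, and that of myofibroblast activation from 2.15e-08 to 0.0119.

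The camera direction of lists that were not called reversed under several alternatives. The quiescent fibroblast list did so with camera in edgeR (adjusted p = 0.962), with DESeq2's size factors (0.91), the block (0.83) and fry with the block (0.998). The endothelial list did so with reads in at least 5 libraries (0.851), the block (0.83), plain library sizes (0.821), without the 10 genes (0.97) and in fry with the block (0.998). The secreted list did so with reads in at least 5 libraries (0.964), plain library sizes (0.821), without the 10 genes (0.97) and in fry (0.997), and the haematopoietic list with plain library sizes (0.821) and without the 10 genes (0.97). With single libraries left out, lists that reversed or crossed the threshold had adjusted p-values from 0.305 to 0.99 (cardiomyocyte), 2.15e-08 to 0.293 (cell cycle), 0.179 to 0.779 (ECM organization), 0.0758 to 0.854 (endothelial), 1.47e-10 to 0.833 (haematopoietic), 0.0919 to 0.806 (mesothelial and epicardial), 0.0716 to 0.874 (quiescent fibroblast) and 0.00514 to 0.874 (secreted). The cause of these reversals was not tested, and the medians of these lists were near 0 against a wide spread of their genes.

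Few reads limit the comparison of the *Charme* feature, for which 15 reads were the most in a library. Whether depth or low expression is the reason was not tested. The paper reports very low expression of *Charme* in native CFs and states that adult CFs do not express it.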

Other observations

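What the splits of the libraries would show was written down before the splits were run, but after the counts and lists they are compared with had been seen. The tests on cell composition, on shared differences of same-numbered libraries, on pseudogenes and on sex were chosen only after the result had been seen.

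There are 10 splits of the 6 libraries into 3 and 3, so no share under 0.1 can be reached. As limma gave 0 genes past the adjusted threshold in the real split, 10 of the 10 splits give as many whatever the data, which tests nothing. At an unadjusted p under 0.05, 7 of the 10 gave as many genes as the real split (143). The 3 other splits that part all 3 pairs gave 72 to 142 such genes, and the 6 splits that keep 2 pairs together gave 402 to 4353. The split of WT 1, WT 3 and CharmeKO 1 from the rest gave 34 genes past the adjusted threshold with limma and 2422 with DESeq2, far more than genotype. As many lists as in the real split were called in 7 of the 10 splits. With DESeq2 and no block, 6 of the 10 splits gave as many genes as the real split (8).

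Small p-values were rarer than chance gives, with 143 genes at an unadjusted p under 0.05 where 797 were due. A candidate explanation is that differences shared by same-numbered libraries inflate the spread within each group. A fit with the block could have left the number unchanged, and gave 857 genes instead, a rise that this explanation predicts. The 3 other splits that part all pairs rose too, from 142, 84 and 72 genes to 937, 411 and 296. The rise is therefore not particular to genotype, and 411 and 296 stayed under the 797 that were due. What same-numbered libraries share (a litter, a day of culture or a sequencing batch) was not tested.

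With DESeq2 and the block, 1 of the 4 splits that part all 3 pairs, the real one, gave as many as 64 genes. The others gave 56, 19 and 13, so exchanging WT 3 with CharmeKO 3 gave nearly as many. In simulations this fit made 20 false calls beside 169 true ones with a replicate effect and a dispersion of 0.05, 75 beside 149 with that effect and the dispersions left by the block, and 120 beside 102 with the dispersions of these libraries and no replicate effect. *Hmgn2*, chosen after its values were seen, is an example of a gene called with and without the block: it had 1109, 1820.4 and 1667 normalised reads in WT 1, 2 and 3 and 547, 646 and 726 in CharmeKO 1, 2 and 3. Its limma adjusted p was 0.9999.

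The lower smooth muscle, myofibroblast and TGF-beta lists had the smallest camera p, or nearly so, in the real split. As small a p was given by 1 of the 10 splits for smooth muscle and pericyte, 2 for myofibroblast activation and 1 for TGF-beta signalling. The real split is counted in each. The lowest camera p of another split was 4.26e-11 for myofibroblast activation, against 3.78e-08 in the real split. It was 1.12e-09 against 5.19e-11 for smooth muscle and pericyte, and 0.037 against 0.00487 for TGF-beta signalling. Other splits can thus give very small camera p-values as well. A candidate explanation is a lower share of smooth muscle cells or pericytes in the CharmeKO cultures. Of the 19 genes tested, 18 had a negative log2 fold change, 10 were lower in all 3 pairs and 0 were higher in all 3. The means of the most abundant genes differed in how far they moved, and among those given here only that of *Mylk* was higher. *Cnn1* fell from 5295 ± 8107 to 600.1 ± 464 normalised reads, a mean carried by WT 3, and *Smtn* from 3365 ± 1569 to 2219 ± 342, while *Mylk* was at 3107 ± 2520 in WT and 3374 ± 3522 in CharmeKO and *Notch3* at 2450.3 ± 1488 and 2365 ± 1009.8 (mean ± SD, n = 3). As these genes may also be expressed by fibroblasts, whose baseline would hide a small share of other cells, a change in cell share and a lower activation of the fibroblasts cannot be told apart here. The genotype itself stays open as an explanation.

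A set of 67 genes (17 higher, 50 lower in CharmeKO) changed by at least 1 log2 unit the same way in all 3 pairs. This threshold was chosen after seeing the data, and 0.8 gave 117 genes and 0.5 gave 294. Exchanging the libraries within pairs gave as many genes in 2 of the 4 assignments, the real one included, with 96, 40 and 30 genes in the others. The set held 11 pseudogenes, or 16.4% against 3.45% of the tested genes. Lists matched on mean expression held 5.52 on average (permutation p = 0.0199 over 10000 lists). A candidate explanation is a strain or donor variant against the reference that changes which copy the reads map to. The sets from exchanged pairs held 6.25%, 17.5% and 0% pseudogenes, so the share cannot be told apart from that of other assignments.

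Reads of a parent gene whose amount changed could raise or lower a pseudogene. For 4 of the 11 pseudogenes (*Ctdsp2-ps*, *Mid1-ps1*, *Npm3-ps1* and *Tent2-ps1*) the parent gene of the same name was tested too. The parents had a median absolute log2 fold change of 0.0681 and at most 0.606, while the pseudogenes changed by at least 2.65, which argues against this explanation for these 4. The test had first been meant for at least 5 parents and was narrowed to these 4 after the result was seen, and it says nothing about the other 7 pseudogenes. Among those 7, *Gvin-ps4* changed by -2.17 and *Gvin2*, a gene of similar name, by -2.13. For *Gvin-ps4*, picked after its values were seen, the explanation therefore stays open.

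The libraries may differ in their mix of male and female cells. *Xist*, which is transcribed from the inactive X chromosome, had 9850.0, 11565 and 28790 normalised reads in WT 1, 2 and 3 and 2162, 7.87 and 8126 in CharmeKO 1, 2 and 3. It was lower in CharmeKO in all 3 pairs (log2 differences of -2.19, -10.35 and -1.83), with a limma adjusted p of 0.9999. The Y-linked genes *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* were higher in CharmeKO in all 3 pairs, opposite to *Xist*. The log2 differences in pairs 1, 2 and 3 were 0.33, 0.31 and 5.04 for *Ddx3y*, 0.45, 0.31 and 6.07 for *Kdm5d*, 0.45, 0.12 and 6.05 for *Uty*, and 0.83, 0.17 and 6.64 for *Eif2s3y*. Those of pair 3 come from WT 3, in which *Ddx3y* was at 92.3 normalised reads, against 2081 to 3204 in the other libraries. In these 3 pairs the mix therefore runs along genotype, and its effects cannot be told apart from those of genotype. The sex of the animals is not in the labels used here. For its explant cultures, the paper describes atrial tissue collected from several littermates and does not give their sex. Of the 67 genes above, 7 lie on the X or Y chromosome (10.4%, against 3.3% of tested genes), too few for a different mix of male and female cells to account for the set by X- and Y-linked genes alone, but autosomal genes can follow sex as well, so this explanation stays open. Among the 7 are 4 genes at the distal ends of the sex chromosomes, chosen after their values were seen: *Mid1-ps1* (Y, from 90753057) and *Gm55594* (X, from 170009659) were higher and *Gm47283* (Y, from 90784738) and *G530011O06Rik* (X, from 169975043) lower in CharmeKO, with log2 fold changes of 2.91, 2.17, -4.54 and -4.28. Of these 4, those on Y moved in opposite directions, and so did those on X. In WT 3, where *Ddx3y* was low, *Gm47283* was at 533 normalised reads, against 447 and 704 in WT 1 and 2. For these 4 genes, this argues against the number of X and Y chromosomes alone as the explanation.

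Some values stood out and were chosen after they had been seen. *Igf2* had 37789 normalised reads in CharmeKO 2 and 22.7 to 220.05 in the other libraries, and *H19*, on the same chromosome, had 2157 in CharmeKO 2 and 5.91 to 471 elsewhere. *H19* was higher in CharmeKO in all 3 pairs (log2 differences of 0.62, 3.63 and 2.15) and is among the 64 genes called by DESeq2 with the block (adjusted p = 0.00813), while its limma adjusted p was 0.9999. *Igf2* was also higher in all 3 pairs (0.51, 8.77 and 1.13) but is not among the 64 (DESeq2 adjusted p with the block of 0.9998). ENSMUSG00000098178 had 1091736 normalised reads in WT 2 and 66208 to 294000 elsewhere. Neither a biological nor a technical explanation was tested for these values.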
